A study of Debaryomyces hansenii with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

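The samples were 4 two-colour oligonucleotide arrays of the yeast Debaryomyces hansenii, strain NCYC 2572. Per the labels, the green dye (Cy3) carried total RNA from a culture grown to mid log phase, and the red dye (Cy5) carried sheared genomic DNA of the same strain. Most genes have the same number of copies in genomic DNA, so the DNA channel serves as a reference for the response of each probe. All 4 arrays formed 1 group of 4 replicates, with the replicate number taken from the sample titles. No dye-swapped array was among them, so an effect of dye cannot be separated from the difference between RNA and DNA.

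Per the file headers, the spot intensities were extracted with Agilent Feature Extraction 10.1.1.1. The deposited intensity columns used here were the median and mean signal of each spot and the median local background in both channels, together with Agilent's processed signals. Agilent's deposited log ratio is the log10 of red over green after its own dye normalization, and it equalled the log10 ratio of the processed signals within 0.001 for 99.7% ± 0.155 of probes (mean and SD, n = 4 arrays). It runs opposite to the level used here and was not used as a level. The flags that mark a spot as well above background, not uniform or a population outlier were taken as the authors' software set them. The authors also deposited a table of log2 values with 6892 rows for the 4 arrays, whose scale, centring and direction were found by comparison with the spot intensities.

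Following the study's methods, the level of a probe was the log2 of Cy3 over Cy5 after subtracting the median local background from the median signal in each channel. The level of a gene was the median over its 2 probes, and the arrays were then quantile normalized together. Levels were centred on the median gene of each array, and a level of 1 thus means a 2-fold higher ratio than the median gene. Control spots and spots flagged as not uniform or as population outliers were left out (289.5 ± 92.1 gene spots per array, n = 4). A probe whose Cy3 was not well above background was raised to the lowest Cy3 signal among probes well above background on that array, between 59.0 and 83.0 units, where its own signal was lower. The level of such a gene is an upper bound. Spots whose Cy5 was not well above background were left out, since the ratio then has no measured denominator (117.0 ± 20.7 per array). A gene was tested only if it had a level on all 4 arrays. No spot was saturated.

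Genes above or below the median gene were called with limma 3.58.1 in R 4.3.3, using treat on a design with an intercept alone, against a change of 1 on the log2 scale, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Tested on simulated spots with known levels, in which 200 of 6875 genes lay 2.50 log2 units above or below the median and the others near it (SD 0.20), with a median SD of a gene between arrays of 0.13, this procedure recovered 100% of the 200 with 0 false calls. The 200 levels lay far from the threshold, so this checks the code and not the error rate of the calls. Correlations were computed across genes, which are not independent replicates. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The number of arrays limits the precision of every level.

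The array design names genes by identifiers alone, and of these 6892 identifiers 0 matched a locus tag, synonym or accession in the table of 6520 genes from assembly ASM644v2 that was used as a reference. The files do not pair identifiers with gene names. The 12 functional gene sets planned for a Kolmogorov-Smirnov test, and a list of genes to be named by function, were therefore not tested, and 0 of their names were found among the identifiers. Genes are given by the identifier of the array design. By a rule fixed before the data were examined, named genes were those with the highest and lowest levels among genes whose probes were well above background in both channels on all arrays, the 3 genes whose probes disagreed most, the 3 with the largest SD between arrays and the 3 with the brightest Cy5. Since no identifier matched a gene name, only 2 of the 5 highest and 2 of the 5 lowest are given. Pairing by probe sequence was not tried.

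The alternatives planned before the data were examined were normexp background correction with an offset of 50, Agilent's processed signals, mean signals, median centring in place of quantile normalization, loess within arrays, Cy3 alone, leaving out dim genes, the probe with the brighter Cy5, the authors' value table, leaving out each array, a 4-fold threshold and the mean over genes as reference. All 4 arrays lay on 1 slide with 1 scan time, so no batch could be examined. Another 5 alternatives were chosen after seeing the data: keeping spots with low Cy5, keeping flagged spots, the negative control spots as background, the formula of the value table, and subtracting a share of Cy3 from Cy5.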

Results

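The study asked how the expression level of genes relates to the packaging of their promoters in a range of yeast species, for which the absolute mRNA level of each gene was needed. Here these levels were measured for Debaryomyces hansenii on 4 arrays of total RNA against genomic DNA. Each array held 13784 gene probes of 55 bases, 2 for each of 6892 genes, and 536 control spots. The median Cy3 signal above local background was 1576 ± 198 units (SD, n = 4 arrays), and the median Cy5 signal was 6490 ± 621 units. The 77 negative control spots read 35.8 ± 1.89 units in Cy3 and 11.5 ± 1.91 units in Cy5. Well above background were 97.3% ± 0.374 of gene probes in the RNA channel and 99.2% ± 0.15 in the genomic DNA channel. Of the 6892 genes, 6683 (97.0%) had at least 1 probe well above background in Cy3 on all 4 arrays. With both probes required, 6559 genes (95.2%) were detected.

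To see how well the replicates agreed, gene levels were compared before quantile normalization for the 6 pairs of arrays. Pearson's r across genes, which are not independent replicates, ranged from 0.981 to 0.991 with a mean of 0.986, and Spearman's rho ranged from 0.977 to 0.987. The median absolute difference between the centred levels of a gene was 0.16 log2 units, averaged over the pairs. Replicate 4 had the lowest mean r with the other arrays, 0.984, against 0.985, 0.987 and 0.988 for replicates 1, 2 and 3. The largest change came with loess within arrays, under which the mean r was 0.971. After quantile normalization the median SD of a gene between arrays was 0.15 log2 units and 95% of genes had an SD below 0.33.

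**Figure D1:**
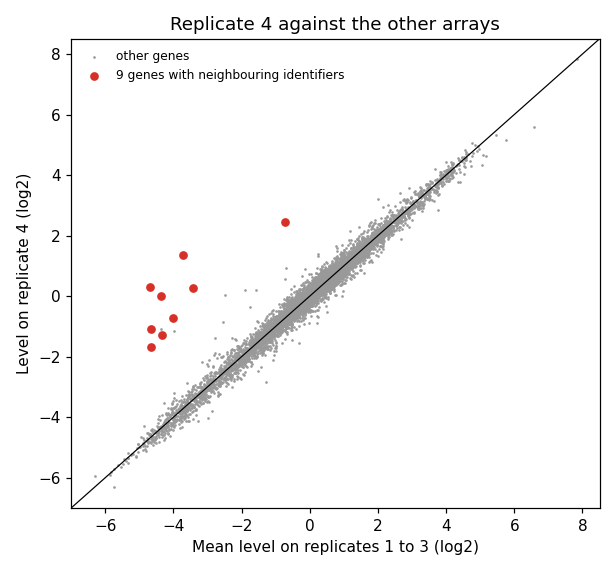
Level of each gene on replicate 4 (vertical axis, log2) against its mean level on replicates 1 to 3 (horizontal axis, log2), with the line of equality and 1 point per gene. Most genes lie along the line, and 9 genes with neighbouring identifiers, drawn in red, were higher on replicate 4 by 2.96 to 5.09 log2 units, which are lower bounds for 7 of them with at most 1 of 6 spots well above background in Cy3 on the other arrays.

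The genomic DNA channel measures how strongly each probe responds and how many copies a gene has. Over genes, the 5th to 95th percentile of the Cy5 signal lay between -0.84 and 0.84 log2 units of the median gene, and 93.8% of genes were within 2-fold of it. Over the same percentiles the RNA channel spanned 6.34 log2 units. Cy5 signals correlated between arrays with r from 0.974 to 0.991 across genes, which are not independent replicates. In 27 genes Cy5 was at least 4 times the median on all 4 arrays. Of these 27 genes, 17 were called below the median gene, 6 above it and 4 neither. Cy5 is the denominator of the level, so choosing genes by bright Cy5 itself lowers their levels. These counts therefore do not show that their RNA was low. The brightest Cy5 was that of DEHA0B17028g, at 11.9 times the median, followed by DEHA0E00671g at 11.3 times and DEHA0B12881g at 9.33 times. At the other end, 22 genes had Cy5 not well above background at both probes on all 4 arrays and received no level, and another 32 genes had 1 such probe.

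**Figure D2:**
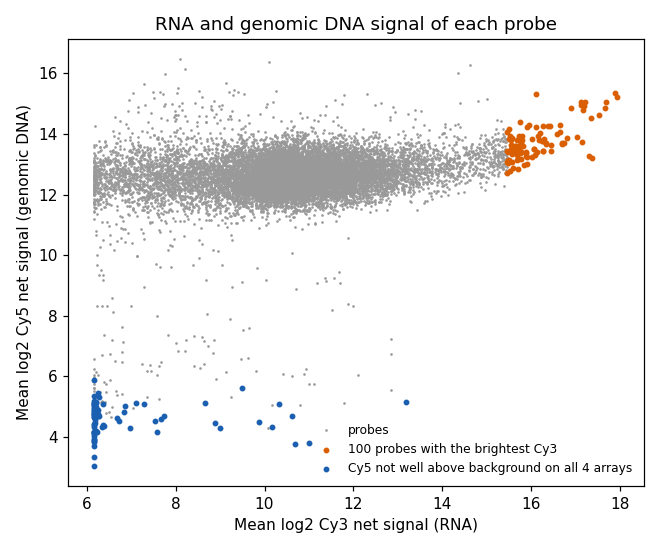
Mean log2 signal above local background of each probe over 4 arrays, in the RNA channel (Cy3, horizontal axis) and in the genomic DNA channel (Cy5, vertical axis). The 100 probes with the brightest Cy3, in orange, had a median Cy5 of 13.63 against 12.66 for all probes, and 76 probes, in blue, had Cy5 not well above background on all 4 arrays.

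The error of a level includes the difference between probes as well as the difference between arrays. For the 5831 genes with 2 usable probes on all arrays, the log2 ratios of the probes correlated with r = 0.953 across genes, which are not independent replicates, and differed by a median of 0.30 log2 units. That is larger than the median SD between arrays of 0.15. The probes differed by more than 2-fold in 6.41% of genes. For Cy3 alone the probes correlated with r = 0.960 and differed by a median of 0.31, with 4.80% of genes over 2-fold, so dividing by genomic DNA did not improve the agreement between probes. For Cy5 alone r was 0.624. In 1671 genes the probes share at least 20 bases and so are not separate measurements. Among the genes analysed, r was 0.985 with a median difference of 0.18 in 1428 genes with such overlap, and 0.935 with a median difference of 0.35 in 4403 genes without it. Probe agreement changed most under loess within arrays, to r = 0.674. The probes disagreed most in DEHA0G11792g, by 4.34 log2 units, in DEHA0G20944g, by 4.16, and in DEHA0G11858g, by 3.99. In DEHA0G11792g and DEHA0G11858g the mean Cy5 was 0.148 and 0.128 times the median gene. These means hide a difference between probes, with log2 Cy5 of 11.75 and 8.06 in DEHA0G11792g and 11.84 and 7.53 in DEHA0G11858g. Their log2 Cy3 differed less, at 8.06 and 8.71 and at 9.85 and 9.53. In DEHA0G20944g the reverse held, with log2 Cy5 of 13.24 and 12.94 and log2 Cy3 of 12.34 and 7.88.

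**Figure D3:**
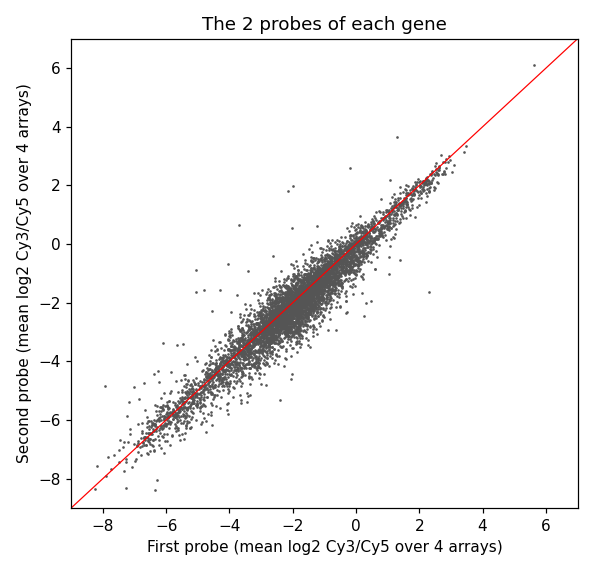
Mean log2 ratio of Cy3 over Cy5 over 4 arrays for the first probe (horizontal axis) and the second probe (vertical axis) of each of 5831 genes, with the line of equality. The points follow the line with r = 0.953, and 6.41% of genes lie more than 1 log2 unit from it.

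The levels of genes relative to the median gene are the comparison that this design allows. The 5th to 95th percentile of the mean level ran from -3.51 to 2.73, a span of 6.24 log2 units or 75.7-fold. The span on single arrays before quantile normalization was 6.30 ± 0.13 log2 units (SD, n = 4). The span depended most on loess within arrays, which assumes that most probes have equal signal in both channels and reduced it to 2.89. Of 6819 genes with a level on all 4 arrays, 1361 (19.96%) were more than 2-fold above the median gene by limma's treat at an adjusted p under 0.05, and 1457 (21.4%) were more than 2-fold below it. The other 4001 genes passed neither test. The test used 1 level per gene and array, so its p covers the spread between arrays and not the difference between probes. DEHA0G11858g, among the genes whose probes disagreed most, was called above (treat adjusted p 1.32e-05) although its probes gave levels of -0.005 and 3.99. Of the 1457 genes below, 170 were not detected in the RNA channel, so their levels are upper bounds. The same holds for 2 of the 1361 genes above, DEHA0A02387g at 1.58 and DEHA0D09504g at 1.64, named after their values were seen, so their calls are not supported. Loess within arrays changed these counts most, to 481 above and 637 below.

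**Figure D4:**
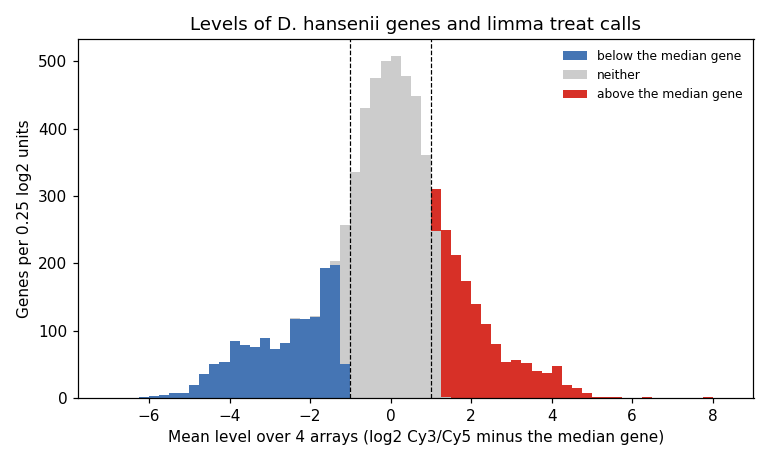
Number of genes (vertical axis, per 0.25 log2 units) by mean level over 4 arrays relative to the median gene (horizontal axis, log2), with 2-fold differences as dashed lines. The 1361 genes above the median gene are in red, the 1457 below it in blue and the 4001 others in grey.

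By the fixed rule, the highest level was that of DEHA0E25993g, at 7.85 ± 0.58 (SD, n = 4 arrays, before quantile normalization). Its Cy5 was 0.0197 times the median gene, and its level from Cy3 alone was 2.22. Quantile normalization gives the top gene of each array the same value, so its SD after that step carries no error and its p is not given. The next was DEHA0C06831g, at 6.10 ± 0.12, or 6.32 ± 0.76 after quantile normalization, on which the test was run (limma adjusted p 1.04e-08), with Cy5 at 1.496 times the median and a level from Cy3 alone of 6.70. The lowest level was that of DEHA0B17028g, at -6.31 ± 0.14, and it also had the brightest Cy5 of all genes. After quantile normalization it took the same bottom value on 3 arrays, so its p is not given either. DEHA0F00407g followed at -5.88 ± 0.28, or -5.89 ± 0.31 as tested (adjusted p 1.89e-10), with Cy5 at 4.79 times the median. Both of the lowest genes thus combined a dim RNA signal with a bright genomic DNA signal.

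The largest SD between arrays was that of DEHA0A14806g, 2.56 log2 units before quantile normalization. Its level was -3.92, -3.40 and -3.84 on replicates 1, 2 and 3 and 1.38 on replicate 4. DEHA0A14894g followed with an SD of 2.49. Its level was -4.63, -4.56 and -4.82 on replicates 1, 2 and 3, where 1 of its 6 spots was well above background in Cy3, and 0.31 on replicate 4. DEHA0B12848g, with an SD of 2.40, had 1 probe with Cy5 near background. That probe was left out on replicates 2 and 3 and kept on replicates 1 and 4, where the level was higher.

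To find what the authors' value table holds, its rows were paired with genes through the values of replicate 1 and compared on replicates 2 to 4. The table had a median of -1.61, -2.04, -2.22 and -1.84 on replicates 1 to 4. These are log2 ratios of RNA over genomic DNA, not centred. On replicates 2 to 4 they correlated across genes, which are not independent replicates, with the levels computed here before centring. The r was 0.992 to 0.995, so both run in the same direction. In the 6877 paired rows, the deposited values of replicates 2 to 4 equalled the log2 of the mean over unflagged probes of the ratio of median signals, with no background subtracted and no normalization between arrays, within 1e-06 for at least 99.9% of the rows compared on each of these arrays. Unpaired rows were not compared.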

Values the study reported

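The study reported that most of its biological replicates correlated at R = 0.99 and that replicates below R = 0.95 were removed. It reported 2 probes per target gene on the custom arrays. It stated that expression level alone explained between 1.7% and 13.1% of the variation in occupancy of nucleosome-free regions in each of the 12 species.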

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

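The tests of the genes higher on replicate 4, of the signals at genes without Cy5 and of the control spots were chosen after these results were seen, and so was the limit that decides whether probes failed one by one. Of 43 quantities with a value on each of the 4 arrays, 3 had 1 array far from the others, where chance alone would give about 2.15. The levels of DEHA0A14806g and DEHA0A14894g are among these 3. Both genes were named for their large SD between arrays, so the chance rate does not apply to them.

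In 2 named genes replicate 4 stood far from the other arrays. The level of DEHA0A14806g there was 1.38 and that of DEHA0A14894g was 0.31, and the gap to the nearest array was 0.901 and 0.950 of the range over the 4 arrays. The pattern was wider than these genes. On replicate 4, 11 genes were over 4-fold higher than on every other array, against 1, 0 and 0 such genes on replicates 1, 2 and 3. No gene was over 4-fold lower on 1 array than on the others, with 0 on each array. Of the 11 genes, 9 have identifiers within a stretch of 10 neighbouring identifiers from DEHA0A14784g to DEHA0A14960g, a stretch chosen after its values were seen. In 10000 random draws of 11 identifiers, the longest such stretch held 2 genes. The 9 genes rose by a median of at least 3.56 log2 units over the mean of the other arrays, where 6 of them had no spot well above background in Cy3. In DEHA0A14806g, with 6 of 6 spots well above background on the other arrays, this was 34.0-fold. In DEHA0A14894g and DEHA0A14828g, with 1 and 0 of 6 such spots, the rises of 31.6-fold and 20.8-fold are lower bounds. All these rises were taken after quantile normalization, unlike the levels of 1.38 and 0.31 above.

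All 18 spots of these genes rose in Cy3 by more than 1 log2 unit, between 2.54 and 5.43, which are lower bounds where the other arrays were not well above background. The spots were not close together: 776 of 1000 random draws of as many spots lay as close or closer, which argues against a local defect of the array. The Cy5 signal of the same spots changed by a median of 0.15 log2 units, which argues against more copies of these genes in the DNA hybridised to that array. The study's methods describe this DNA as a reference sample, and the labels do not say whether it came from the RNA culture. An unchanged Cy5 therefore cannot show the number of copies in the RNA culture, and more copies there stay open. Of 433 genes outside the stretch with levels below -3 on the other arrays, 1 rose over 4-fold on replicate 4, which argues against RNA of a different sample mixed into it. The arrays form 1 group, so no other biological explanation was tested. A candidate explanation left open is that RNA of a group of neighbouring genes rose in the culture of replicate 4 alone. Not all of them were undetected elsewhere. DEHA0A14784g had levels after quantile normalization of -1.43, 0.008 and -0.80 on replicates 1 to 3, with 6 of 6 spots well above background in Cy3, and 2.45 on replicate 4. Whether neighbouring identifiers are neighbouring genes is not stated in the files used here.

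An RNA signal also appeared in genes that entered no comparison. Of the 22 genes without Cy5 signal at either probe, 7 had Cy3 well above background at both probes on all 4 arrays, with a mean over genes and arrays of 606 units against 35.8 ± 1.89 at the negative control spots. Of the 22 genes, 14 had no probe and 1 had 1 probe with Cy3 well above background on all 4 arrays. The brightest of the 7 were named after their values were seen. DEHA0C00616g read 1865 ± 355 units (SD, n = 4), brighter than 57.1% of genes, and DEHA0F00209g read 1227 ± 127 units. These genes raise the mean, as the next, DEHA0C00528g, read 493 units and the dimmest, DEHA0D00517g, 106 units. The overlapping probes of DEHA0C00616g include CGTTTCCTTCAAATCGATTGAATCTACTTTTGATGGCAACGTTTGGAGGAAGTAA, with a mean Cy5 over both probes of 14.3 ± 1.16 units. The median Cy5 of the probes of the 7 genes was 24.8 units on average, against 11.5 ± 1.91 at negative control spots, and does not settle whether the DNA of these genes was missing from the Cy5 sample. RNA of another gene binding to the probes cannot be told apart from this either: for 0 of the 7 genes did the lowest possible ratio of Cy3 to Cy5 exceed that of the brightest Cy3 on the array over the median Cy5 on every array. Where the probes of a gene do not overlap, 5 genes had no Cy5 at either probe, and 0.0349 would be expected if probes failed one by one, which argues against such failures as the cause in these 5 genes. The first limit for this test asked for more than 5 genes plus 5 times that number and left it open; a Poisson limit replaced it after the result was seen. The other genes without Cy5 have overlapping probes and do not bear on this, and 32 genes had 1 probe without Cy5.

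The control spots named E1A, with 10 probe sequences in 20 spots each, gave a median Cy3 of 121 units on average over the arrays, above the negative control spots at 35.8. On replicate 1 their median Cy5 was 154 units, with a gap to the nearest array of 0.926 of the range. Both dyes were brighter there than the mean of the other arrays, by 118 units in Cy3 and 120 units in Cy5. A higher background on replicate 1 is argued against by the negative control spots, whose Cy3 differed by -3.67 units and Cy5 by 3.33 units from the mean of the other arrays. A different amount of a labelled control was not tested, and no biological explanation was tested.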

How the results depend on the processing

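The settings that kept low Cy5 spots or flagged spots, took the background from negative control spots, used the formula of the value table or subtracted a share of Cy3 from Cy5 were chosen after seeing the data. The cause of the changes below was not tested, except where the setting itself shows it.

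Normalization within arrays moved the results most. Under loess the mean correlation between replicates was 0.971, probe agreement 0.674, the span of levels 2.89 log2 units, and 481 genes were above and 637 below the median gene, of which 307 and 473 were the same genes as in the counts above. Agilent's processed signals, which carry a dye normalization, gave 0.973, 0.817, 3.66 and 605 genes above. They gave 974 below, so that 38.3% of called genes were above against 48.3%. By construction both settings remove a trend of the ratio with intensity, which in this design includes differences in level, since Cy5 spans 1.68 log2 units over genes and Cy3 6.34.

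A threshold of 4-fold left 538 genes above and 770 below, as a stricter test must. No other setting moved these counts beyond 1.5-fold. Normexp gave a probe agreement of 0.929 and a span of 5.93. Cy3 alone gave a correlation between replicates of 0.982 and a probe agreement of 0.960. Leaving out dim genes gave a probe agreement of 0.947 and a span of 5.79, and the probe with the brighter Cy5 gave a correlation of 0.982. The authors' value table gave a span of 6.04 and its formula a span of 6.04 and a probe agreement of 0.944. Keeping low Cy5 spots gave a probe agreement of 0.943. The span was 6.69 with negative control spots as background and 6.54 with a share of Cy3 subtracted from Cy5, a share that the dim Cy5 of other probes argues against. Detection of both probes gave 95.2% of genes in place of 97.0%.

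Leaving out each array in turn gave mean correlations of 0.984 to 0.989, probe agreement of 0.951 to 0.952, spans of 6.20 to 6.29, 1312 to 1347 genes above, 1411 to 1431 below, 97.1% to 97.4% of genes detected, correlations of Cy5 of 0.979 to 0.989 and correlations with the authors' table of 0.993 to 0.994.

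For the 12 named genes there were 224 values under other settings, of which 196 kept the direction and the side of the threshold, 12 lost the call, 6 gained it and 10 changed sign. DEHA0G11792g changed sign under normexp (-0.98), Cy3 alone (-2.25) and the brighter probe (-1.58), and DEHA0G11858g under Cy3 alone (-0.94). DEHA0G20944g did so with the brighter probe (1.21) and the table's formula (0.12), and DEHA0B12848g with that formula (1.56). DEHA0E00671g did so under normexp (-1.26), processed signals (-4.00) and loess (-4.57). The call of DEHA0A14894g as below the median gene was lost under loess (-1.08), without replicate 1 (-3.03), without replicate 3 (-2.99) and with the 4-fold threshold (-3.43), and DEHA0A14806g was called below only without replicate 4 (-3.72) or with the brighter probe (-2.65). DEHA0E25993g, the highest gene, fell below DEHA0C06831g under normexp (3.69 against 5.85) and Cy3 alone (2.22 against 6.70). Neither gene had a value with a share of Cy3 subtracted, and DEHA0C06831g had none with the brighter probe.

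The batch alternative was not run, as all arrays shared 1 slide and 1 scan time. The gene set alternatives were not run, as 0 identifiers matched a gene name. Signal over background limits the lowest levels: 209 genes were not detected in the RNA channel, and the levels of the 180 of them that were tested are upper bounds.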

Other observations

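The tests of Cy5 between arrays, of codon use and of the formula of the value table on replicates 2 to 4 were set out before their results were seen; the limit that decides the test of the scanner response, and the tests of a fixed share of Cy3, of probe differences and of shared probe sequences, were chosen after.

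The probes with the brightest RNA signal were also bright in the genomic DNA channel. The median Cy5 of the 100 probes with the brightest Cy3 was 0.97 log2 units above that of all probes, and over the brightest 100 probes of each array Cy5 rose with Cy3 by a share of 0.0997, 0.122, 0.134 and 0.105 on replicates 1 to 4. Between replicates 1 and 3, the arrays with the highest and lowest overall ratio of Cy3 to Cy5, the Cy5 of these probes rose relative to all probes by a median of 0.28 log2 units (95% bootstrap interval over probes 0.22 to 0.34), in 90 of 100 probes. Extra genomic copies would leave Cy5 free of the RNA signal, so for this pair of arrays they are argued against as the whole cause. The interval resamples probes and does not cover the spread between arrays. For this pair alone, a bend of the scanner response at bright Cy5 is argued against by 100 probes with brighter Cy5 and dim Cy3. Their Cy5, at 14.64 log2 units, shifted by 0.034 (-0.02 to 0.09), a value taken for this pair only. The first limit for that test compared quartiles over probes, which overlap between these sets (0.09 to 0.43 and -0.12 to 0.17), and left the bend open; the intervals of the medians replaced it after the result was seen. The shift of the brightest probes had the same sign in 6 of 6 pairs of arrays, which are not independent of each other, but ranged from 0.02 between replicates 1 and 4, no larger than the 0.034 above, to 0.28. The bright corner control spots showed a similar rise. Between the arrays where their Cy3 was 193 and 8386 units, their Cy5 rose from 1278 to 2025 units. That is 0.0912 units of Cy5 per unit of Cy3. The other arrays, at 711 and 3173 units of Cy3, read 1306.5 and 1478 units of Cy5, a smaller rise per unit from the lowest array. A fixed share of Cy3 read in the Cy5 channel is argued against by 11 probes of 8 genes with Cy3 over 1000 units. On every array their Cy5 was below 4.56% of their Cy3, or 1/2 of the share of 0.0912, with a median of 1.48%. These probes reached a log2 Cy3 of 13.19, against a median of 15.90 in the brightest 100, so Cy3 read in the Cy5 channel at the brightest spots alone cannot be told apart from other causes of the rise. Light of 1 dye reaching the other detector and Cy5-labelled RNA or cDNA in the DNA sample were not tested apart.

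Dividing by genomic DNA did not improve the agreement between the probes of a gene: 6.41% of genes differed over 2-fold with division and 4.80% for Cy3 alone. Within 5596 genes, the difference between probes in Cy3 followed their difference in Cy5 with a slope of 0.43, or 0.44 after correcting for noise between arrays (95% bootstrap interval over genes 0.41 to 0.47), where a slope of 1 is what full division assumes. This is consistent with the probe response in Cy5 carrying over only in part to Cy3. With the slope of 0.44 set on separate genes, dividing by that part of Cy5 lowered the median difference between probes to 0.26 log2 units in 2798 other genes, against 0.31 with full division and 0.31 for Cy3 alone; the SD of the difference was 0.46, 0.56 and 0.51. GC content of the probes explained 2.06% of the variance of the difference in ratio, which argues against it as the main cause. RNA and sheared DNA differ in length and labelling, which was not tested.

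The value table and the study's methods describe different steps. The formula with no background subtracted, a mean over unflagged probes and no normalization between arrays gave at least 99.9% of the values compared in paired rows on each of replicates 2 to 4 (lowest share 99.93%), while the methods name background subtraction, a median over probes and quantile normalization. The table was also compared with the levels computed here before quantile normalization. On replicates 2 to 4 they correlated with r of 0.992 to 0.995 across genes. Of the 10 highest paired rows of the table, 2 belong to genes with no Cy5 signal at either probe, whose ratio has no measured denominator.

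The probe sequences were also read for codons. Of 13784 probes, 979 had no open reading frame on the given strand and 2634 had none on the opposite strand. Codon preferences relative to all genes were learned from the 270 highest of 2694 genes with a single open frame and scored in 2694 other genes. The score rose with level with a Spearman rho of 0.33 across genes, which are not independent replicates, against 0.15 and 0.15 in the shifted frames. The rho of GC content with level was 0.0022, which argues against GC content, though not against other differences in base composition, as the cause. This is consistent with a codon preference in highly expressed genes of this yeast, and part of the relation is shared by the shifted frames.

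In 64 probes, the sequence stands under more than 1 identifier, with 31 sequences in all. If these sequences had more than 1 genomic copy, Cy5 would lie about 1 log2 unit above that of other probes. The median was 0.30 higher, with quartiles of -0.19 and 0.80, and 8 of the probes were at least 1 unit higher. The median lies between the values for 1 and 2 copies, so the number of copies cannot be told apart from 1 in these data. The same sequence in 2 spots gave levels that differed by a median of 0.13 log2 units over 29 pairs, against 0.35 for separate probes of a gene; the difference between separate probes thus exceeded that between spots. No biological explanation was tested in this part beyond codon preference and extra genomic copies.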
